A study of Mus musculus with 18 samples. Its data were reported in "The Methyl-CpG-Binding Protein Mbd2 Regulates Susceptibility to Experimental Colitis via Control of CD11c+ Cells and Colonic Epithelium" (2020).

How the data were processed

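Messenger RNA was measured on Illumina MouseWG-6 BeadChips, glass arrays on which each transcript is read by beads carrying a probe of 50 bases. The RNA came from colon epithelial cells sorted by flow cytometry from wild-type (WT) mice and from mice lacking the methyl-CpG-binding protein Mbd2 (Mbd2KO). The mice were untreated (naive) or had received 2% dextran sulphate sodium (DSS), a polymer that injures the gut lining and causes colitis, and the labels state that a replicate may pool several mice.

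Per the file headers, the scanner software (GenomeStudio export, format version 1.1.1) wrote the values with its normalization set to none. The deposited signal is a mean bead intensity per probe and array on a linear scale, with no background subtraction. Beside each signal, the deposited table gives a detection p-value, which is the share of the negative control probes of the same array that were brighter than the probe; recomputing it from the 936 negative controls gave gaps of at most 0.00214. The deposited table also holds the number of beads behind each signal and the standard error of the bead intensity, 36 columns that were used only to describe the arrays. No normalized table by the authors was used here.

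The table held 45281 probes and 974 control probes for 18 arrays. Signals were background-corrected with the negative controls, quantile-normalized and put on the log2 scale with neqc (limma 3.58.1 in R 4.3.3, offset 16). Probes with a detection p-value under 0.05 on at least 4 arrays were kept, which left 21938 probes of 15757 genes and removed 23343. This step lowers the number of tests and leaves out transcripts near background in all groups.

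The arrays 4R and 5R carry the names of the arrays 4 (DSS_WT) and 5 (DSS_KO) with an added letter that the labels do not explain. A rule for them was fixed in advance: if each differed less from its namesake than any other pair of arrays of that group, the pair would be averaged and counted as 1 replicate. The SD of the log2 difference over detected probes was 0.194 between 4 and 4R, against 0.334 to 0.482 for the other pairs of DSS_WT arrays, and 0.236 between 5 and 5R, against 0.287 to 0.419 for the other pairs of DSS_KO arrays. Both pairs were averaged, which gave 16 samples, 4 in each of the 4 groups. No paired analysis was possible because no replicate number occurs in more than 1 group.

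One limma model with a mean per group was fitted to all 16 samples (12 residual and 4.71 prior degrees of freedom, empirical Bayes, two-sided moderated statistics). The contrasts were Mbd2KO against WT with DSS and without it, DSS against naive in each genotype, and the difference between both genotype effects (interaction). P-values were adjusted with the Benjamini-Hochberg method within each contrast, and a probe was called when its adjusted p was under 0.01 and its absolute log2 fold change was 1 or more. These are the thresholds that the study's methods give. All p-values of single probes are from limma. The design, the alternatives, the lists of genes and the rule for named genes were fixed before the data were examined.

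Genes are named by a rule. Mbd2, 17 genes that the study names for epithelial cells and 4 epithelial markers are given for the genotype contrasts. Beyond these, each contrast has the 3 genes with the largest rise and the 3 with the largest fall among called probes whose groups do not overlap. Where a gene had several tested probes, its value is that of the probe with the highest mean signal. Symbols were updated by matching the Entrez identifier of each probe to a RefSeq gene table (assembly GRCm38.p6), used for names only; 29586 probes (65.3%) matched, 16399 of them tested, and 2992 tested probes changed name. Chromosome positions are those in the deposited file, which does not state their genome build. Of 26074 probes on the same chromosome as their matched gene, 8.75% lay inside the span of that gene in GRCm38, so the positions belong to another build. The file does not say in which part of a transcript a probe lies.

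Lists of genes were tested with camera (preset inter-gene correlation 0.01), using 1 probe per gene, with fry and with camera using an estimated correlation beside it. P-values were adjusted over the 20 lists within a contrast, and a list was called at an adjusted p under 0.05. The lists covered the genes the study names, epithelial identity, MHC class I and class II presentation, 2 interferon responses, colonocytes, goblet, enteroendocrine and stem cells, proliferation, junctions, housekeeping, and cell types that can be carried over in a sort: smooth muscle, fibroblasts with their matrix, endothelium, myeloid cells, neutrophils, T and NK cells, and B and plasma cells. Means of list genes detected on every array were compared between groups with exact permutation tests (two-sided), whose smallest p for 4 samples against 4 is 0.0286. How often other splits of the samples gave as many calls was counted for each contrast.

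The fit and the calls were tested on simulated data. Of 200 changed probes among 34779 tested, 193 (96.5%) were called for DSS_KO against DSS_WT, with 0 false calls by limma in that contrast. The simulation tested more probes than the real data, where 21938 passed the filter. Its rates show that the fit and the calls work on simulated data. They do not give the share of real changes found, or of false calls, on the real arrays.

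The alternatives were another background correction (normexp, offset 50) or none, scaling to a common median in place of quantile normalization, no filter or a stricter one (detection p under 0.01), all 18 arrays as separate replicates, either member of each repeat pair left out, array weights, a fit to only the groups of a contrast, looser thresholds, counts of genes in place of probes, both other list tests, and leaving out each replicate in turn.

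For arrays, the number of samples and the signal above background limit the precision. Each probe signal rested on a median of 40 to 43 beads per array, with a median standard error of 3.00% to 3.67% of the signal.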

Results

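The data are expression profiles of sorted mouse colon epithelial cells from 4 groups: WT and Mbd2KO mice with DSS, and WT and Mbd2KO mice without it. The labels assign 5 arrays each to DSS_WT and DSS_KO and 4 arrays each to Naive_WT and Naive_KO. After the repeat arrays were averaged, each group had 4 samples. Between 18851 and 20618 probes were detected per array (41.6% to 45.5% of all probes). The median signal ran from 106 to 146 intensity units and the mean of the negative controls from 101 to 134, so most probes were close to background. The first principal component of the 16 samples held 31.0% of the variance and the second 21.8%.

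The study asked whether Mbd2 controls what colon epithelial cells express during colitis, and the comparison of DSS_KO with DSS_WT addresses this question. In it, 189 probes were called by limma, 110 higher and 79 lower in DSS_KO, which belong to 161 genes. In 188 of them the values of both groups did not overlap. Across all tested probes 14.7% had groups that did not overlap, and chance gives 2.86%. At an adjusted p under 0.05 with no limit on the fold change, 539 probes were higher and 696 lower. At the same thresholds the number of calls ran from 46, without DSS_KO replicate 5 (the average of arrays 5 and 5R), to 420, with all 18 arrays as separate replicates.

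Mbd2 itself could not be compared. Its single probe (ILMN_2676806, chromosome 18, 70785451 to 70785500 in the file's coordinates) was detected on 0 of 18 arrays, the lowest detection p-value being 0.151. Its mean log2 signal was 4.50 in DSS_WT, 4.40 in DSS_KO, 4.44 in Naive_WT and 4.50 in Naive_KO, with SDs between 0.049 and 0.14 (n = 4 per group). The genotype labels were therefore taken as given. By quantitative PCR, the study found high Mbd2 levels in sorted colon epithelial cells. The missing signal of this probe thus does not show that the transcript was absent.

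Of the 17 genes that the study names for these cells, 11 were called in DSS_KO against DSS_WT, with 14 higher and 3 lower in DSS_KO. At an adjusted p under 0.05 there were 16 when adjusted over all probes and 17 when adjusted over the list alone. The study chose all of these genes but H2-Ab1 on such samples, so the second count is not independent evidence. H2-DMb1, an MHC class II gene (ILMN_1244977, chromosome 17, 34292789 to 34294205 across a splice junction), rose from a log2 signal of 7.95 ± 0.33 in DSS_WT to 11.59 ± 0.31 in DSS_KO (SD, n = 4), a log2 fold change of 3.64 (SE 0.339, adjusted p 6.94e-05). Cd74, the MHC class II invariant chain (ILMN_3089584, chromosome 18, 60971979 to 60972028), rose from 11.78 ± 0.45 to 14.30 ± 0.16 (SD, n = 4), a log2 fold change of 2.52 (SE 0.318, adjusted p 0.000806). Ciita, the activator of class II transcription (ILMN_2678211, chromosome 16, 10527580 to 10527629), rose from 5.31 ± 0.53 to 8.78 ± 0.58 (SD, n = 4), a log2 fold change of 3.47 (SE 0.434, adjusted p 0.000760). The log2 fold change was 3.17 for H2-Q8, 3.47 for H2-DMb2, 2.87 for H2-DMa, 2.51 for H2-Q6, 2.19 for Psmb8, 2.36 for H2-Ab1 and 1.07 for H2-K2 (EG630499 in the file), all called. A dimmer H2-K2 probe changed by 1.96 (adjusted p 0.00188). The probes of Cd74 and H2-K2 used here were close to the top of the scale in DSS_KO (14.30 and 14.06), which limits the change they can show. Another, dim probe of H2-DMb2 changed by 0.27 and was not called. Class I genes such as H2-Q6, H2-Q8 and H2-K2 are near-identical in sequence, so their probes cannot be assigned to single genes with certainty. Cd74 lies within 10 Mb of the Mbd2 probe on the same chromosome.

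The other 6 of the 17 genes were not called with DSS at an adjusted p under 0.01. The study's heat map of selected genes used P under 0.05 with the same limit on the fold change. At an adjusted p under 0.05, Cxcl9 alone of these 6 would miss. Tap1 changed by 1.57 (adjusted p 0.0192), Tap2 by 1.53 (0.0105), Psmb9 by 1.81 (0.0117), Cxcl9 by 1.92 (0.0620), Cldn4 by -1.66 (0.0191) and Krt36 by -1.85 (0.0154). Of the 3 genes that the study groups under the epithelial barrier, Actg2, which encodes a smooth muscle actin, was called, with a log2 fold change of -1.47 (chromosome 6, 83462905 to 83462954, SE 0.283, adjusted p 0.00721). Cd74, Ciita, H2-DMa, H2-DMb1, H2-DMb2 and H2-Q8 were called under all 18 alternatives and Actg2 under 8 of 18.

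None of the 4 epithelial markers was called with DSS or without it. With DSS the log2 fold change was 0.11 for Lgr5, 0.12 for Muc2, -0.66 for Chga and -0.024 for Car1, and without DSS it was -0.17, 0.092, -0.60 and -0.019 in the same order. The sign for Lgr5 and Car1 changed under some alternatives. One of the 3 Chga probes changed by 0.31 with DSS, the opposite direction, and a dim second Muc2 probe by -0.17. The Muc2 and Car1 probes were among the 87 and 158 brightest of the 21938 tested probes in every sample, close to the top of the scale, so their small values do not exclude a change.

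By the size of the change, the genes named for DSS_KO against DSS_WT were H2-DMb1, H2-Q8 (by a second probe with a log2 fold change of 3.62) and Ciita among those higher, and Fxyd4, LOC384590 and Cyp2f2 among those lower. Fxyd4, an ion transport regulator (ILMN_2670751, chromosome 6, 117884459 to 117884508), fell from 8.77 ± 0.71 to 5.42 ± 0.81 (SD, n = 4), a log2 fold change of -3.35 (SE 0.509, adjusted p 0.00211), and was detected on 4 of 5 DSS_KO arrays. LOC384590 changed by -2.62 (adjusted p 0.00916) and the cytochrome P450 gene Cyp2f2 (chromosome 7, 27918484 to 27918533) by -2.50 (adjusted p 0.00314). Both were detected on 1 of 5 DSS_KO arrays, so the sizes of their falls rest on values near background.

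**Figure D1:**
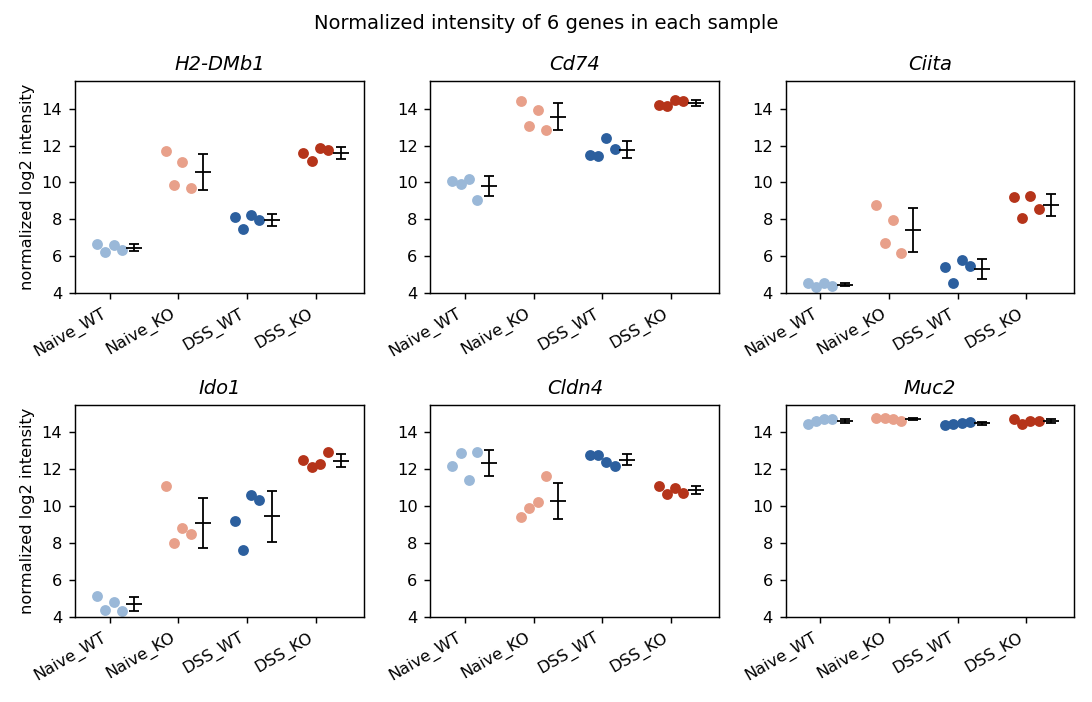
Normalised log2 signal of 6 genes (H2-DMb1, Cd74, Ciita, Ido1, Cldn4 and Muc2) by group, with 1 point per sample and a bar for the mean ± SD of 4 samples. H2-DMb1 averaged 7.95 in DSS_WT and 11.59 in DSS_KO, while Muc2 averaged 14.48 and 14.60.

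Naive_KO was compared with Naive_WT to see the genotype effect without DSS. It gave 144 called probes, 88 higher and 56 lower in Naive_KO, from 128 genes. In 143 the groups did not overlap (12.3% of all tested probes, and 2.86% by chance). At an adjusted p under 0.05 with no limit on the fold change, 532 were higher and 607 lower. At the same thresholds the number of calls ran from 39, in a fit to only these groups, to 279 without Naive_KO replicate 16. Of the 17 named genes, 12 were called, 16 had an adjusted p under 0.05 over all probes and 16 when adjusted over the list alone.

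H2-DMb1 rose from 6.47 ± 0.21 in Naive_WT to 10.58 ± 0.98 in Naive_KO (SD, n = 4), a log2 fold change of 4.11 (adjusted p 1.18e-05). Cd74 rose from 9.81 ± 0.53 to 13.56 ± 0.74 (SD, n = 4), a log2 fold change of 3.75 (adjusted p 1.18e-05). The log2 fold change was 4.00 for H2-DMb2, 3.54 for H2-DMa, 3.29 for H2-Ab1, 3.04 for Psmb8, 2.54 for H2-Q8, 2.44 for Tap1, 2.21 for Psmb9 and 2.05 for H2-Q6, all called. Ciita was detected on 0 of 4 Naive_WT arrays. Its fitted change was 2.95 (adjusted p 0.00131), and against the background level it was at least 5.67-fold higher in Naive_KO. Cldn4, a tight junction gene (ILMN_1223949, chromosome 5, 135421157 to 135421206), fell from 12.34 ± 0.71 to 10.28 ± 0.96 (SD, n = 4), a log2 fold change of -2.06 (SE 0.383, adjusted p 0.00669), and was called under 9 of 18 alternatives. H2-K2 changed by 0.99 (adjusted p 0.00411) at its brightest probe and missed the limit on the fold change, but its dimmer probe was called (1.79, adjusted p 0.00266). Tap2 (1.48), Cxcl9 (2.61), Krt36 (-1.88) and Actg2 (-0.59) were not called.

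The genes named by size without DSS were Ido1, H2-DMb1 and H2-DMb2 among those higher. Ido1, which encodes a tryptophan-degrading enzyme (Indo in the file, ILMN_1223600, chromosome 8, 25694844 to 25694893), had a log2 signal of 4.67 ± 0.38 in Naive_WT, where 1 of 4 arrays detected it, and 9.10 ± 1.36 in Naive_KO (SD, n = 4). Its log2 fold change was 4.43 (SE 0.603, adjusted p 0.000665) and, with DSS, 3.02 (adjusted p 0.00916). Among those lower were LOC270589 at -3.36 (adjusted p 0.000407), LOC386298 at -3.21 (adjusted p 0.000603) and LOC100043402 at -3.04 (chromosome 2, 105787194 to 105787243, adjusted p 0.000518). These 3 loci have no described function in the file, and their probes share stretches of sequence.

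Both genotype contrasts called 66 of the same probes (55 genes), 54 higher and 12 lower in Mbd2KO, with 0 in opposite directions by limma. By independence of the calls 1.24 would overlap. Of the 189 probes called with DSS, 184 (97.4%) had the same sign without it, and of the 144 called without DSS, 142 (98.6%) had the same sign with it. Across all tested probes, which are not independent replicates, the genotype differences with and without DSS correlated with a Pearson r of 0.562 (Spearman 0.446). Both contrasts come from 1 fit but share no samples.

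**Figure D2:**
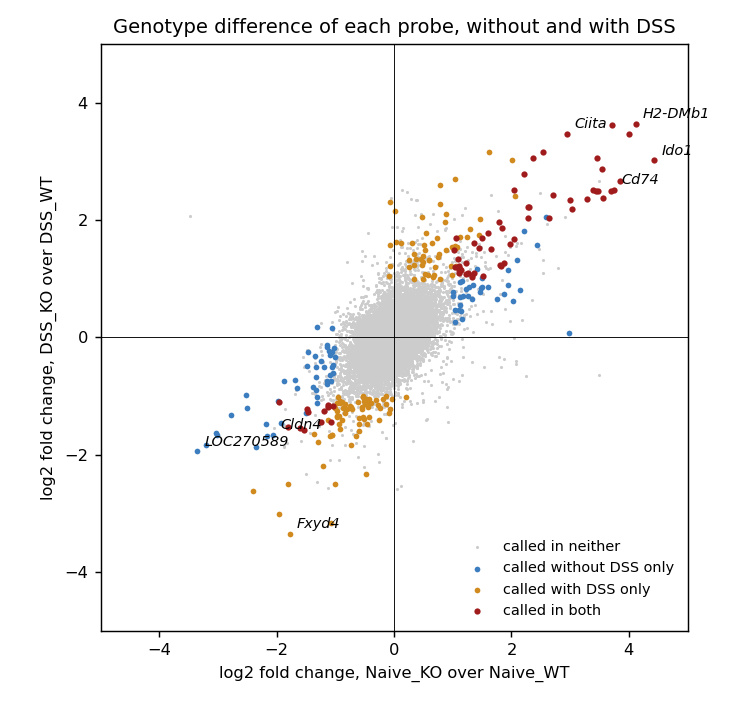
Log2 fold change of Mbd2KO against WT for each tested probe, without DSS on the horizontal axis and with DSS on the vertical axis, coloured by whether the probe was called in neither contrast, in 1 or in both. The 66 probes called in both lie in the quadrants of equal sign.

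Whether the genotype effect itself differed between DSS and no DSS was tested with the interaction. It called 0 probes by limma (smallest adjusted p 0.131). At an unadjusted p under 0.05 there were 2339 probes (10.7% of those tested). The 123 probes called only with DSS and the 78 called only without it are therefore not shown to differ between the conditions.

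DSS was compared with no DSS within each genotype, which gives the change of the sorted samples with the injury. Lists of myeloid, neutrophil and T and NK cell genes also rose in both genotypes (below). The contrasts therefore cannot separate a response of epithelial cells from other cells carried over in the sort. In WT, 382 probes were called, 294 higher and 88 lower with DSS (334 genes), and the groups of 373 did not overlap. In Mbd2KO, 377 were called, 235 higher and 142 lower (330 genes), and the groups of 364 did not overlap. Both contrasts called 174 of the same probes with 0 in opposite directions by limma, against 6.56 under independence. At the same thresholds these counts fell most without background correction, to 84 and 113, and rose most with scaling to a common median, to 660 and 721.

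In WT the named genes higher with DSS were Ido1 at 4.77 (SE 0.603, adjusted p 0.000359), Reg3b and Reg3g. Because 1 of 4 Naive_WT arrays detected Ido1, the size of its rise rests on values near background. Reg3b and Reg3g encode antimicrobial lectins. Reg3b changed by 4.19 (adjusted p 0.000245) at its brightest probe and by 4.52 at a dimmer one. The brightest probe averaged 14.34 in DSS_WT and 14.42 in DSS_KO, close to the top of the scale, which limits the rise it can show in either genotype. Reg3g changed by 4.44 (adjusted p 0.000318). The named genes lower were Siat7f at -2.80 (adjusted p 0.00446), Col8a1 at -2.24 (adjusted p 0.000698) and Slc39a5, which was called at a dim probe only (-2.30, adjusted p 0.00290), while its brightest probe changed by -0.33 (adjusted p 0.211).

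In Mbd2KO the named genes higher with DSS were Reg3b, S100a8 and Lrg1. Reg3b was called at its dimmer probe (3.96, adjusted p 0.00114) and not at its brightest (1.28, adjusted p 0.105), where the Naive_KO signal was already 13.14 ± 0.92 (SD, n = 4). S100a8 changed by 3.82 (adjusted p 0.00322) and was detected on 1 of 4 Naive_KO arrays, and Lrg1 changed by 3.68 (adjusted p 0.000647). The named genes lower were Tgm3 at -3.14 (adjusted p 0.00282, detected on 2 of 5 DSS_KO arrays), Aqp8 at -2.83 (adjusted p 0.00151) and Fxyd4 at -2.77 (adjusted p 0.00340).

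The 20 lists of genes were tested to ask which groups of genes moved together. Camera called 10 lists with DSS and 10 without it for the genotype effect, 11 for DSS in each genotype and 3 for the interaction. Fry called 8, 6, 11, 6 and 0 in that order, and camera with an estimated correlation called 0 in each. At an unadjusted p under 0.05 the estimated correlation gave 6, 5, 5, 3 and 0 lists, and fry gave 0 for the interaction. The number of lists called by camera was matched by other splits of the samples (16 of 35 for the genotype effect with DSS), so lists are described here by fry and by exact tests.

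For Mbd2KO against WT with DSS, fry called as higher the genes named by the study (median log2 fold change 2.19), MHC class I (1.11, 23 of 23 genes higher), MHC class II (2.40, 11 of 12), the interferon-gamma response outside MHC (0.97, 21 of 22) and the type I interferon response (0.57, 14 of 15). It called as lower smooth muscle (-0.74, 0 of 16 genes higher), fibroblasts and matrix (-0.75, 1 of 24) and endothelium (-0.95, 1 of 14). Enteroendocrine (-0.62) and myeloid genes (0.31) were called by camera but not by fry (adjusted p 0.0570 and 0.356). The lists called by neither were colonocyte (-0.28), goblet (-0.14), stem cell (0.0015), proliferation (0.10), neutrophil (0.28), T and NK cell (-0.12), B and plasma cell (0.11), junction (-0.12), housekeeping (-0.016) and epithelial identity genes (0.042). For epithelial identity the mean (-0.12) and the direction of the test were negative. The medians of the epithelial identity, stem cell and proliferation lists changed sign with median scaling and under some other alternatives, those of the T and NK cell and the B and plasma cell lists did so without the filter, and those of the neutrophil and housekeeping lists did so when some single replicates were left out.

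Without DSS, fry called as higher the genes named by the study (median 2.54), MHC class I (0.99), MHC class II (2.98), interferon-gamma (1.13) and type I interferon genes (0.77), and as lower endothelium (-0.48). Camera alone called smooth muscle (-0.39), enteroendocrine (-0.33), junction (-0.27) and myeloid genes (0.50). Neither called colonocyte (-0.073), goblet (0.20), stem cell (-0.055), proliferation (0.14), fibroblast and matrix (-0.15), neutrophil (0.025), T and NK cell (0.028), B and plasma cell (0.32), housekeeping (-0.017) or epithelial identity genes (-0.093). The test direction was positive for colonocyte and stem cell genes, against their medians.

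With DSS against naive, fry called myeloid (median 1.53 in WT and 1.29 in Mbd2KO), neutrophil (1.24 and 1.49), MHC class II (1.45 and 0.90), interferon-gamma (1.12 and 1.14), T and NK cell (0.56 and 0.29) and housekeeping genes (0.14 and 0.16) as higher in both genotypes. In WT alone it also called the genes named by the study (1.41), type I interferon (0.52), fibroblast and matrix (1.04), endothelium (0.46) and B and plasma cell genes (0.37). The medians for colonocyte genes in WT and stem cell genes in Mbd2KO had the opposite sign to the test. In the interaction, camera called smooth muscle (-0.40), fibroblast and matrix (-0.57) and endothelium genes (-0.41), each with a fry adjusted p of 0.673. The median was opposite to the test there for interferon-gamma and junction genes.

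Exact permutation tests (two-sided, 4 samples against 4) compared the mean of the genes detected on every array, for 18 lists with enough such genes. MHC class II genes were higher by 2.26 with DSS and by 2.64 without it, MHC class I genes by 1.31 and 1.24, and interferon-gamma genes by 1.12 and 1.26, each with an exact p of 0.0286, the smallest that 4 against 4 can give. This p was reached by 9 of 18 lists for the genotype effect with DSS, 7 without DSS, 6 for DSS in WT and 3 for DSS in Mbd2KO. The smallest p adjusted over the 18 lists was 0.0571, 0.0735, 0.0857 and 0.171 in the same order. Junction genes were lower by a mean of -0.19 with DSS (exact p 0.0286) and -0.25 without it (exact p 0.0857).

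**Figure D3:**
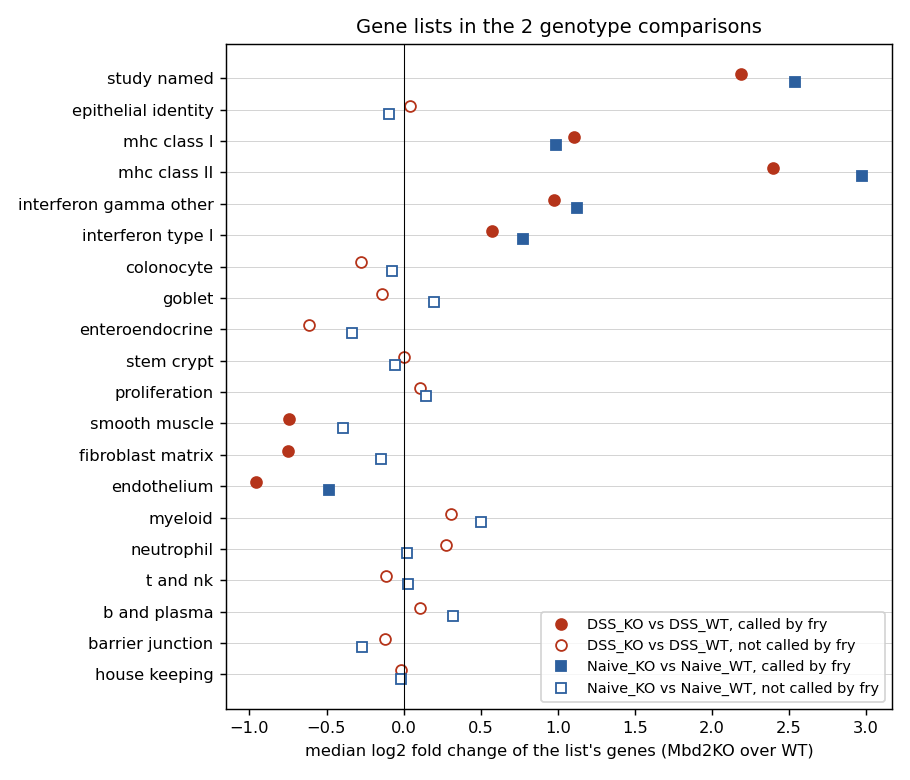
Median log2 fold change of Mbd2KO against WT for the 20 lists, with DSS and without it, filled symbols standing for lists called by fry. MHC class II has the highest median in both comparisons (2.40 and 2.98), and endothelium the lowest (-0.95 and -0.48).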

Values the study reported

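In colon epithelial cells from DSS-treated mice, the study counted 118 genes that differed between Mbd2-deficient and WT animals at its thresholds, of which 75 were higher and 43 lower. With fold change disregarded and P under 0.05, it counted 366 higher and 425 lower array features. It gives 5 biological replicates per genotype for this comparison and a cell purity above 95%.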

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

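The tests that weigh these results (of companion genes and probes, of the negative controls, of the stromal rise in DSS_WT and of splits for the interaction lists) were chosen only after the results had been seen. Of 212 groups of values checked for a sample far from the other 3 in its group, 6 held one, and chance gives about 1 in 20 (10.6), so these samples are no more frequent than chance.

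Actg2 in Naive_WT replicate 11 had a log2 signal of 11.78, while the other samples of the group lay between 10.99 and 11.02. A fault of that probe would leave the other smooth muscle genes alone. Their mean over 15 genes was instead 0.584 higher in replicate 11 than in the other 3 samples, and 13 of the 15 had their highest Naive_WT value there, which argues against a probe fault and is consistent with more muscle cells in this sample. This is a hypothesis: no count of cells was analysed.

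Reg3g in the same replicate was 9.13 against 6.82 to 7.00 in the rest of the group. Reg3b, read by another probe, was also higher there, by 2.35, which argues against a fault of 1 probe. In DSS_WT replicate 2 the reverse held: Reg3b was 13.76 against 14.51 to 14.56, and Reg3g was lower there too, with a difference of -1.36. What set these mice apart was not tested, and a difference between animals within a group stays open.

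LOC386298 in Naive_KO replicate 15 was 5.87 against 6.52 to 6.64. The mean of the 7 other probes that share sequence with it was also lower in that sample, with a difference of -0.519. That argues against a fault of this probe alone. Replicate 15 also had the lowest array weight of all samples (0.340), so the quality of that array stays open.

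The mean of the epithelial identity genes in Naive_WT replicate 9 was 11.01, the other samples lying close together at 11.28. Without Chga the difference was -0.0560, inside the range of the others, so the low mean rests on Chga. In the same replicate 19614 probes were detected, against 20290 to 20392 in the others. The SD of its negative controls was 1.49 intensity units larger (7.75 against 5.83 to 6.63), which makes detection stricter, but Naive_KO replicate 13 had only 19063 detected probes with an SD of 6.35, so the spread of the controls and another property of this array cannot be told apart.

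The genotype effect differed between DSS and no DSS in 3 lists by camera: smooth muscle (median -0.40), fibroblasts and matrix (-0.57) and endothelium (-0.41). Fry called none of them (adjusted p 0.673 for each), so chance is not excluded. In 86 of 100 drawn splits of the samples as many lists were called, with a median of 7 in the other splits. Those splits shuffled genotype separately with DSS and without it. The genotype effect itself therefore enters their interaction, and this check decides nothing. More stromal cells in the sorted DSS_WT samples might produce such a difference. From Naive_WT to DSS_WT, fibroblast and matrix genes rose by 0.898 and endothelium genes by 0.474 over all tested genes (exact permutation p 0.0286 each, two-sided, the smallest possible), which goes with this explanation, though for the 12 endothelium genes detected on every array the exact p was 0.0571. Smooth muscle genes rose by only 0.236 (exact p 0.257), so for the 3 lists together it cannot be told apart from chance. A genotype-dependent response of the tissue to DSS stays open as well, untested.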

How the results depend on the processing

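All alternatives described in this part were chosen before the results were seen. A fit with the chip as a block was not run, because the chip of each array was not used here, and the fit to only the groups of a contrast gives no interaction. Counts of called probes moved with the processing, while the direction of each named gene called at its brightest probe was kept under all alternatives. The dimmer probes at which Slc39a5 and Reg3b were called were not refitted under them, and the brightest Slc39a5 probe, not called, changed sign with median scaling. Replicates 4 and 5 stand for averaged pairs. Where no reason is given, the cause was not tested.

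Background correction with normexp gave 90 calls for the genotype effect with DSS, 91 without it, 149 for DSS in WT and 193 for DSS in Mbd2KO, with 35 in both genotype contrasts. With no background correction these counts were 48, 54, 84, 113 and 22, and all 48 calls with DSS were among the 189. Background left in the signal compresses fold changes, which lowers the number past the limit of 1. Without the filter on dim probes the counts were 86, 90, 227 for DSS in Mbd2KO and 28 in both, since more tests were adjusted for. Scaling to a common median gave 660 for DSS in WT and 721 for DSS in Mbd2KO. With all 18 arrays as separate replicates 420 probes were called with DSS, since repeats then count as samples. The fit to only the groups of the contrast gave 39 without DSS, 5 of the named genes of the study and 16 in both. An adjusted p under 0.05 with the same fold change gave 389, 285 and 130 in both, and with no limit on the fold change 1235, 1139, 2295, 2066 and 331 in both. The interaction stayed at 0 calls by limma in every fit that gives one.

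The share of calls that were higher moved as well. For the genotype effect with DSS it was 58.2%, and 81.3% without background correction or 41.9% (109 higher, 151 lower) with median scaling. Without DSS it was 61.1%, and 72.2% without background correction or 53.6% (67 higher, 58 lower) with median scaling. For DSS in WT it went from 77.0% to 94.7% and for DSS in Mbd2KO from 62.3% to 87.4% with median scaling. Among the probes called in both genotype contrasts it went from 81.8% to 97.1% with normexp, 100% without background correction and 65.1% with median scaling. Median scaling moved the median of all probes by 0.251 and 0.249 in the DSS contrasts and by -0.0747 and -0.0738 in the genotype contrasts.

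Fry in place of camera called 6 lists without DSS, 6 for DSS in Mbd2KO and 0 for the interaction, and the estimated correlation called 0 in every contrast. For DSS in Mbd2KO, median scaling reversed the medians of colonocyte (0.16), enteroendocrine (0.21) and smooth muscle genes (0.0345), in the direction in which it moved all probes. Of values past the threshold in neither fit, 44 of 510 for lists and 3 of 193 for genes changed sign (changes of the list test alone left aside), none larger than 0.295.

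Leaving out 1 replicate gave 46 to 171 calls for the genotype effect with DSS. It fell to 46 without DSS_KO replicate 5, 93 without DSS_KO replicate 8, 54 without DSS_WT replicate 2 and 108 without DSS_WT replicate 4. Without DSS the range was 73 to 279: 73 without Naive_WT replicate 10, 83 without Naive_KO replicate 15 and 279 without Naive_KO replicate 16. For DSS in WT it was 233 to 477, with 248 without DSS_WT replicate 3 and 233 without DSS_WT replicate 4. For DSS in Mbd2KO it was 181 to 461, with 194 without DSS_KO replicate 5, 186 without DSS_KO replicate 8, 181 without Naive_KO replicate 14 and 237 without Naive_KO replicate 16. Probes called in both genotype contrasts ran from 26 to 97: 26, 42 and 38 without DSS_KO replicates 5, 7 and 8, and 32 and 43 without DSS_WT replicates 2 and 4. The named genes of the study called with DSS ran from 6 to 11, with 6 without DSS_KO replicate 5 or DSS_WT replicate 2 and 7 without DSS_WT replicate 4, and without DSS from 8 to 16. Lists called by camera ran from 10 to 11 with DSS, 8 to 11 without it, 9 to 12 for DSS in WT, 10 to 15 for DSS in Mbd2KO and 2 to 6 for the interaction, where leaving out Naive_KO replicate 16 gave 6. Of 960 list values in these fits 24 lost their call and 32 gained one. In the genotype contrasts no MHC or interferon list was among them, while smooth muscle lost its call without DSS when Naive_WT replicate 11 was left out. Of values past the threshold in neither fit, 77 of 544 for lists and 11 of 161 for genes changed sign, none larger than 0.151. With 3 samples in a group, fewer calls follow in part from fewer samples.

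No log2 fold change of a called gene moved by over 1.5 times when a replicate was left out, in 320 values, but calls near the threshold changed. With DSS, Actg2 was called only without DSS_KO replicate 7 (adjusted p up to 0.0259 in the other 7 fits), LOC384590 only without DSS_KO replicate 7 or DSS_WT replicate 3 (up to 0.0367), H2-Ab1 only without DSS_KO replicate 6 or DSS_WT replicate 3 (up to 0.0148) and Psmb8 only without DSS_KO replicate 6 or DSS_WT replicate 1 (up to 0.0219). Without DSS_KO replicate 5 or DSS_WT replicate 2 the calls of H2-K2, H2-Q6 and Cyp2f2 were lost (up to 0.0117, 0.0108 and 0.0131), as was that of H2-K2 without DSS_WT replicate 4, that of Cyp2f2 without DSS_KO replicate 8 and that of Fxyd4 without DSS_KO replicate 5 (0.0106). Tap2 was called without DSS_KO replicate 6 (0.00603).

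In the naive groups, Cldn4 was called only without Naive_KO replicate 16 or Naive_WT replicate 11 (adjusted p up to 0.0295 in the other fits) and H2-Q6 only without Naive_KO replicate 14 or 16 (up to 0.0320). H2-Q8 lost its call without Naive_KO replicate 13 or 15 or Naive_WT replicate 9, 10 or 11 (up to 0.0226), and Psmb9 without Naive_KO replicate 15 or Naive_WT replicate 10 or 12 (up to 0.0167). Cxcl9, Krt36 and Tap2 were called without Naive_KO replicate 16 (0.00673, 0.00241 and 0.00488), and H2-K2 without Naive_KO replicate 14 or 16 or Naive_WT replicate 12 (up to 0.00689). For DSS in WT, Siat7f lost its call without DSS_WT replicate 2 or 4 or Naive_WT replicate 9 or 11 (up to 0.0197). For DSS in Mbd2KO, Fxyd4 and Tgm3 lost theirs without DSS_KO replicate 5, 6 or 8 or Naive_KO replicate 14 or 16 (up to 0.0151 and 0.0124), and S100a8 without DSS_KO replicate 8 or Naive_KO replicate 14 or 16 (up to 0.0125).

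Signal over background limits these values: genes such as Ido1, Ciita, LOC384590, Cyp2f2 and S100a8 were near background in 1 of the compared groups, and the size of their change depends on the background correction.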

Other observations

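The tests of splits for the probes called in each contrast, of B and myeloid cells with DSS, of stromal cells with DSS and of the chip were chosen before the results were seen. The tests of splits for the lists, for the overlap and for the correlation, of haplotype, of interferon, of B and myeloid cells without DSS, of DNA around Mbd2, of the related probes and of the background were chosen only afterwards.

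The number of called probes was compared with other splits of the same samples. In each of the genotype and DSS contrasts, 1 of 35 splits, the real one, gave as many calls, and the largest number from another split was 1 for the genotype effect with DSS, 4 without DSS and 0 for DSS in either genotype. Chance can be excluded for these counts. For the interaction this check decides nothing, since any split, and so all 100 drawn ones, gives at least its 0 calls. The 66 probes called in both genotype contrasts were matched in 2 of 100 drawn splits, the real one included, so chance can be excluded there too.

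The same check failed for 2 other kinds of result. The number of lists called by camera was as large in 16 of 35 splits for the genotype effect with DSS, 6 of 35 without DSS, 7 of 35 for DSS in WT, 8 of 35 for DSS in Mbd2KO and 86 of 100 for the interaction. For the genotype and DSS contrasts, chance cannot be excluded for these list counts. A count ignores how far a list moved, and splits that exchange a single sample keep part of the real difference. The check therefore does not weigh single lists. For the interaction it decides nothing, since the drawn splits carry the genotype effect into it. The correlation of the genotype differences with and without DSS was as high in 3 of 35 splits of the 8 naive samples (0.573 in another split). Chance is not excluded for the correlation. Here too, splits that exchange a single sample keep part of the real difference, so a high value in them does not speak for chance.

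Higher MHC class II transcripts in sorted Mbd2KO epithelium might come from immune cells carried over in the sort. Well-detected B and plasma cell genes rose by 0.296 with DSS and 0.642 without it, on the strength of only 4 genes, and 17 myeloid genes rose by 0.292 and 0.530. MHC class II genes rose further than either list in both comparisons (exact permutation p 0.0286, two-sided, the smallest possible). Among myeloid genes singled out after their values were seen, the log2 fold changes with and without DSS were 0.58 and 0.76 for Lyz2, 0.58 and 0.90 for C1qb, 0.57 and 0.70 for Fcer1g, 0.46 and -0.012 for Tyrobp, and -0.10 and 0.29 for Cd68. These values argue against B or myeloid cells as the whole source. The rise of the myeloid list that was predicted for carry-over did occur under camera, though not under fry, and the comparison with MHC class II that argues against it was chosen later. A contribution by such cells stays open, as do dendritic cells, for which no list was tested. Of the 21 myeloid genes tested, 17 were detected on all Naive_WT arrays, and of the 11 B and plasma cell genes, 4. Igk-C, an antibody gene noticed afterwards, had a mean log2 signal of 13.38 to 14.37 in all groups, which might reflect plasma cell RNA in every group.

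Another H2 haplotype carried by the Mbd2KO mice on chromosome 17 might change MHC probes directly. It would leave interferon response genes on other chromosomes unchanged, but 24 such genes off chromosomes 17 and 18 rose by 0.842 with DSS and 1.00 without it (exact permutation p 0.0286 each, two-sided). That argues against a haplotype as the whole cause. A candidate explanation is a stronger interferon response in Mbd2KO cells: 27 interferon genes outside the MHC lists rose by 0.892 with DSS and by 1.01 without it, 4 of 4 samples above all WT samples in mean. This is a hypothesis found and tested on the same data. A response of the cells to more interferon around them, and an effect of Mbd2 within the cells, cannot be separated by these arrays. The study has other evidence on this point. It reports equal interferon-gamma in the colon of naive Mbd2KO and WT mice. It also reports changed MHC genes in epithelial cells of naive mice that lack Mbd2 only in epithelium. With DSS, such mice had more interferon-gamma transcript in the colon than their controls, so there the matter stays open. Of the list genes, the study names 7 of 23 for MHC class I, 6 of 12 for MHC class II and 1 of 22 for interferon-gamma.

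Strain DNA passed on together with the changed Mbd2 gene might remain around it on chromosome 18. Counted by probe, called probes within 10 Mb were more frequent than elsewhere: 5 of 95 with DSS (Fisher's exact p 0.00224, odds ratio 5.88, two-sided) and 3 of 95 without DSS (Fisher's exact p 0.0232, odds ratio 5.17). This was the first form of the test. Several probes read the same gene, and the test that counts each gene once, added later, gave an exact p of 0.177 with DSS (2 of 65 genes, Cd74 and St8sia5) and 0.411 without it (1 of 65, Cd74). Near Mbd2 the matter cannot be told apart from chance with so few genes. Outside the window lay 139 called probes with DSS and 93 without it, of which 135 and 92 were on other chromosomes, where linked DNA does not change the probed sequence. The window is an assumed limit, and effects of a gene in such DNA on other genes were not tested. For these probes as well, the arrays cannot tell linked DNA apart from an effect of Mbd2. Outside these arrays, the study deleted Mbd2 only in epithelium with Villin-Cre. It reports changed Cd74, H2-Ab1 and H2-DMb1 in epithelial cells of such naive mice. From this it proposes that Mbd2 acts directly in these cells, which bears on those genes only.

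The lower matrix and muscle transcripts in DSS_KO may reflect fewer stromal and muscle cells carried over in the sort. The smooth muscle, fibroblast and endothelium lists fell together, the largest exact permutation p being 0.0286 (two-sided). Actg2, which the study lists with barrier genes, is 1 of 16 tested smooth muscle genes, all lower in DSS_KO. All smooth muscle genes but 2 were detected on every Naive_WT array, so the sorted cells carried such transcripts in the untreated WT group as well. Lower expression of these genes within the sorted cells stays open.

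Which chip held which array was not used here. Repeats of 1 pair of samples gave nearly the same difference: over called probes the difference 5 minus 4 correlated with 5R minus 4R with r = 0.988 (0.855 over all tested probes, across probes, which are not independent). If both repeats were on chips of their own, this would speak against a chip effect, and otherwise not, so it decides nothing. A chip effect was not tested with the chip as a block and stays open.

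The 3 loci with the largest falls in Naive_KO belong to 8 probes linked by stretches of 20 shared bases. Of the 56 probes called as lower in Naive_KO, 7 are from this family, and over samples the family's probes had a median correlation of 0.974 (lowest 0.456). LOC386254, the exception, changed by -0.23 and was chosen for mention after its value was seen. The family mean was lower by -2.58 in Naive_KO and by -1.32 in DSS_KO (exact permutation p 0.0286 each, two-sided). One RNA species bound by most of these probes is a candidate explanation, in which case they count as 1 event and not as 7. Lower background brightness in Naive_KO, a difference of -0.0600 in probes detected on no array (exact permutation p 0.0857), is too small to account for it.

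The study counted fewer genes than the 189 called probes (161 genes) found here for DSS_KO against DSS_WT at its thresholds, by probes a difference of over 1.5 times. At an adjusted p under 0.05 the 696 lower probes found here also exceed the study's count by over 1.5 times, while the 539 higher ones exceed it by less. How the study treated repeat arrays, background and dim probes is not known in detail. It states more replicates than the 4 samples per group left here after averaging, so the groups are unlike. With all 18 arrays as separate replicates 420 probes were called and with median scaling 260, both further above its count. Normexp gave 90 probes, no filter on dim probes 86 and no background correction 48, all below its count. Leaving out 1 replicate gave 46 to 171. The size of the difference from the study therefore depends on the processing and on single replicates.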
